A study of Mus musculus with 3 samples. Its data were reported in "Interpreting regulatory mechanisms of Hippo signaling through a deep learning sequence model" (2025).

How the data were processed

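ATAC-seq was done on native wild-type mouse TSCs in 3 libraries that the labels give as replicates of 1 group. The labels do not say whether they came from separate cultures, and the methods of the paper speak of biological replicates. Per the submitters' processing notes, reads were aligned to mm10 with Bowtie2 2.3.5.1 and peaks were called with MACS2 2.2.6, while the methods of the paper name another version of Bowtie2. Which is right is not settled. The sequencing was paired-end. The MACS2 settings, any control and any shift of read ends for the cut made by Tn5 are not given in the sources used here.

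The deposited values were a narrowPeak list for the whole series. Its name points to a call on the 3 libraries together, and this was assumed. The authors' deposited score was 10 times the −log10 q-value rounded down in 100.0% of regions. The fold in the deposited list is a linear ratio of the pileup at the summit to the local background, as MACS2 gives it. The deposited list also gives the −log10 of the p-value and of the q-value at the summit. Fold and −log10 q ranked the regions alike (Spearman's rho 0.932), and wider regions had higher folds (0.697), both across regions, which are not independent replicates. These values are the authors' and were used only to describe, rank or filter regions within the list. It gives no read counts, so depth is unknown and no value could be compared between replicates.

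Coordinates were used in mm10 as deposited, with the GRCm38 reference sequence and its GENCODE M21 basic annotation. All regions ended within their chromosomes, and at 2 of 2 sites whose bases the study states the reference held those bases. No regions overlapped, and the smallest gap between neighbours was 191 bp, so none were joined. Comparisons used the 181771 regions on chromosomes 1 to 19, X and Y. Left out of them were 3 regions on the mitochondrial chromosome and 227 on 37 contigs. Densities are per Mb of called bases.

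A region was a promoter region where it overlapped the 1000 bp on either side of any of 77161 annotated TSSs, and otherwise distal. Locations were also assigned by summit in the order promoter, exon, intron, intergenic, and set against the share of called bases in each class. Motifs were consensus patterns fixed with IUPAC codes and searched on both strands in windows of 100 bp on either side of each distal summit. Flanks were windows of the same width centred 1000 bp to either side, used where they touched no region (90.7% of flank windows). The test permuted summit and flank within each region (10000, two-sided). Other intervals and p-values came from 1000 resamplings of the 555 blocks of 5 Mb. Odds ratios of motif pairs and quintile contrasts were combined over 10 bins of GC content by the Mantel-Haenszel method. CATTCC pairs on the same strand were counted by the distance of their starts from 7 to 40 bp. Benjamini-Hochberg adjustment was done within each family of tests.

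The gene lists were trophoblast stem cell genes, Hippo pathway components, YAP/TAZ target genes, genes named in the study for their enhancers, and differentiated trophoblast, pluripotency, fibroblast, endoderm, neural, blood, muscle, liver, housekeeping and olfactory receptor genes. All genes of the lists were found in the annotation. Random lists for promoters had the same size, and those for distal regions within 50 kb were also matched on quintile of gene length. An alternative chosen after seeing the data kept, in order of position, only genes over 100 kb from the last one kept in their list, since neighbours share distal regions. Permutation p-values for lists were two-sided. The rule for naming genes took, from each list, the 3 with the strongest promoter region, the 3 with most distal regions and those with no region, and allowed any member of the first 3 lists. It also took the 10 strongest distal regions, the 5 genes outside the lists with most distal regions and the 5 enhancers whose position the main text of the study states. Enhancers whose position only its supplement gives were not analysed here. For the other tissues the text names fewer genes than the rule allows. Nanog was named after its values were seen.

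The comparisons, lists, patterns and alternatives were fixed before the data were examined. After values had been seen, motifs with under 10 windows in the strongest and weakest quintiles together and motif pairs with an expected count under 5 were left untested, because resampling gave meaningless p-values there. Alternatives tried were a −log10 q of at least 5, joining of close intervals, promoters of 500 and 2500 bp on either side, protein-coding genes only and −log10 q in place of fold. For motifs they were scrambled patterns as background, flanks 2000 bp away, windows of 50 and 200 bp on either side, other patterns, repeat-poor windows and GC bins or none. For gene lists they were distances of 25 and 100 kb and matching on promoter status.

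The methods were tested on simulated data. A motif planted at 2.5 times the background share was recovered at a median ratio of 2.44, with the planted ratio inside 97% of the intervals of 100 sets. Simulated presence and absence with no difference gave p under 0.05 in 3.8% of 1000 sets, a test of the permutation and not of the scan. Odds ratios made as 1 and 2 under GC confounding came out at 0.997 and 2.00, with 95% and 97% of intervals holding them. Gene lists with no difference gave p under 0.05 in 4% of 200 sets, and lists raised by 4 regions in 99.5%. Both values hold for the simulated spread between genes only. Lists with neighbours that share distal regions were not simulated, so neither rate is known for them. For the difference in strength, 92% of intervals held the value made. Correlation between nearby regions was not simulated either, so these shares of intervals do not test how block resampling handles it. Work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.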

Results

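Chromatin accessibility was measured by ATAC-seq in wild-type mouse trophoblast stem cells (TSCs), the cultured counterpart of the trophectoderm that gives rise to the placenta. In ATAC-seq the Tn5 transposase cuts open chromatin, so that accessible regions gather sequenced fragments. The cells were native, that is not fixed, and were kept without feeder cells in medium with FGF4 and heparin. The series held 3 libraries of 1 group, and the values came from 1 list of peaks whose name points to a call on the libraries together. There were therefore no replicate values, no control group and no read counts, and the sequencing depth behind each region is unknown. Intervals given here are 95% intervals from resampling 5 Mb blocks of the genome unless stated otherwise. They describe how even a pattern was along the genome, not how it would vary between cultures.

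Accessible regions were spread over the whole mm10 genome. The list held 182001 regions, none overlapping another. Those on chromosomes 1 to 19, X and Y covered 106 Mb, or 3.89% of the full length of these chromosomes. A region had a median width of 489 bp, with 212 bp at the 5th percentile and 1302 bp at the 95th. The authors' fold enrichment of the pileup at the summit over the local background had a median of 4.53 and ranged from 1.24 to 47.04. In all, 29851 regions (16.4%) had a fold of at least 10, while 50695 (27.9%) had a fold under 3. The deposited −log10 q had a median of 29.2, and 158544 regions (87.1%) reached a value of 5.

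The X chromosome carried fewer regions for its length than any autosome. Chromosome 11 was densest at 91.6 regions per Mb and chromosome 14 sparsest among the autosomes at 61.9, with a mean of 73.6 ± 7.45 (SD over 19 autosomes). X held 5506 regions, or 33.7 per Mb, which was 0.458 times the pooled autosomal density (0.382 to 0.537). Y held 169 regions, or 1.92 per Mb. Protein-coding genes were also sparser on X, at 0.668 times the autosomal density. The regions called on X were not weaker by the authors' measure, with a median fold of 5.05 against 4.50 on the autosomes. Regions too weak to be called do not enter these medians.

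**Figure D1:**
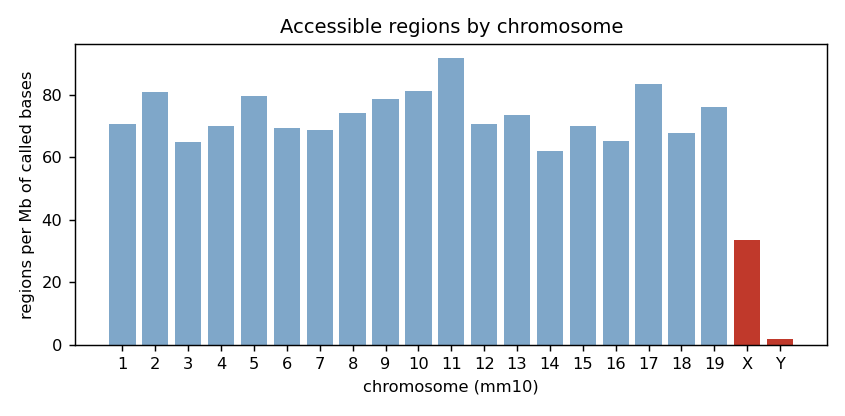
Accessible regions per Mb of called bases (vertical axis) on each mm10 chromosome (horizontal axis), 1 bar per chromosome, with X and Y in red. The autosomes lie between 61.9 and 91.6, above X at 33.7 and Y at 1.92.

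Summits fell at promoters more often than the genome's makeup gives. Within 1000 bp of an annotated transcription start site (TSS) lay 13.6% of summits (13.1 to 14.1), although these stretches make up 4.37% of called bases, a 3.11-fold excess (3.00 to 3.23). Exons outside promoters held 4.47% of summits (1.54-fold), and introns held 44.7% (1.11-fold). Intergenic sequence held 37.2% of summits and 52.5% of the bases (0.710-fold). By overlap of the whole region rather than its summit, 27311 regions, or 15.02% (14.5 to 15.6), touched a promoter, and the other 154460 were called distal. That share rose to 21.3% with promoters of 2500 bp on either side of the TSS and was 11.1% with protein-coding genes only.

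Promoter regions were stronger and wider than distal ones. Their median fold was 6.64 against 4.24 for distal regions, a difference of 0.65 in median log2 fold (0.62 to 0.67). Median widths were 776 bp and 463 bp. Regions with a fold under 3 made up 16.9% of promoter regions and 29.8% of distal regions. Among the regions in the top decile of fold, 22.3% had their summit at a promoter and 41.1% in intergenic sequence.

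The sequence under distal summits was searched for the motifs of the Hippo effectors and of trophoblast transcription factors, the question being which of them mark accessible chromatin in these cells. AP-1 sites (TGASTCA), bound by JUN and FOS proteins, were the most common by the main patterns: 17.5% of the 154460 windows reaching 100 bp on either side of a summit held 1, against 2.90% of windows 1000 bp away, a ratio of 6.04 (5.90 to 6.18). The Tead single motif (RCATTCC), through which TEAD proteins recruit YAP1, was in 17658 windows, 11.4% against 4.50%, a ratio of 2.54 (2.48 to 2.60). The Tfap2c motif, bound by a factor needed for trophectoderm, was in 4.62% against 0.892%, a ratio of 5.18 (4.95 to 5.45). With another pattern for Tfap2c the ratio was 3.21 (3.11 to 3.32). CTCF, the architectural protein at loop anchors, had the largest ratio by the main patterns, 59.0 (51.7 to 69.1), with 3.79% of summit windows.

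Motifs of other trophoblast regulators were also more frequent at summits. The ratio was 2.59 (2.41 to 2.79) for the Ets motif, the class bound by ELF5. It was 2.22 (2.09 to 2.36) for the Tbox motif of EOMES, 1.61 (1.56 to 1.66) for Cdx2, 1.41 (1.30 to 1.52) for Esrrb, which against scrambled patterns reached 4.11 (3.83 to 4.40), and 1.29 (1.24 to 1.34) for Gata3. Klf (4.06), Nrf1 (2.52, 1.06 to 5.67, with 50 windows), Octamer (2.13), Sox (1.66), NF-Y (1.62) and the Ebox (1.51) were higher too. Exact matches to the pattern of the Tead double motif, a pair of Tead sites at a fixed distance, were rare in these windows. They were in 95 windows, with a ratio of 12.3 (7.80 to 24.4). The study maps this motif with its model and calls it widespread and highly variable in sequence. The liver and endoderm motifs went the other way, Hnf4a at 0.868 (0.774 to 0.973) and Hnf1 at 0.111, with 3 windows. Neither Mef2, a muscle motif (1.09, 0.981 to 1.20), nor the palindromic Gata double motif (1.08, 0.921 to 1.26) passed the test by the main patterns. Both passed under some alternatives. With AGATAAGATCT, the sequence the study used for the Gata double motif, the ratio was 2.49 (1.72 to 3.68).

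Of the 20 motifs, 16 were higher at summits, 2 lower and 2 neither, by a two-sided permutation of summit and flank within each region with Benjamini-Hochberg adjustment. The adjusted p was 0.000118 for all that passed except Hnf4a (0.0136), which stems from an unadjusted p of 0.0001, the smallest that 10000 permutations can give. With other patterns for the same factors the ratio fell to 0.870 for Cdx2 and 0.869 for Gata3, so the direction for these 2 rests on the pattern chosen, and that of Hnf4a turned as well (1.10). The order of the motifs rests on the patterns and the background too. With other patterns CTCF fell to 9.71, below Tead double (12.7) and AP-1 (12.2). AP-1 was then in 6.90% of windows and Tead single in 18.1%. Against scrambled patterns Nrf1 (7.14), Octamer (4.54) and Esrrb had higher ratios than Tfap2c (4.04) and AP-1 (3.70). The intervals of Nrf1 (3.14 to 14.5) and Esrrb (3.83 to 4.40) overlapped that of Tfap2c (3.93 to 4.17). That of Nrf1 also held the value of AP-1. Summit windows had a higher median GC content than flanks, 48.3% against 43.8%.

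**Figure D2:**
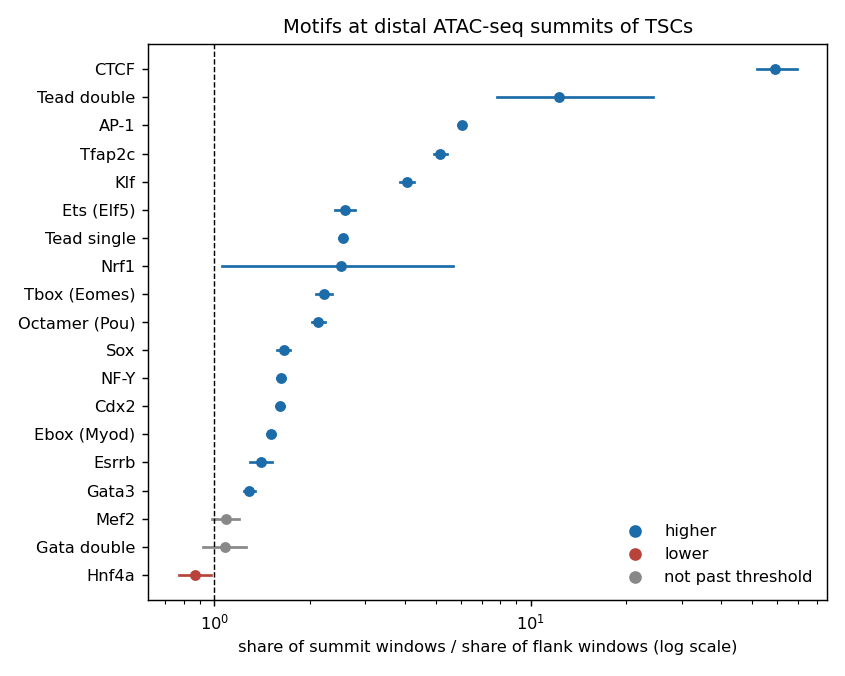
Ratio of the share of distal summit windows holding a motif to the share of flank windows holding it (horizontal log axis) for each motif (vertical axis), with points for the ratio, lines for 95% intervals from resampling 5 Mb blocks and a dashed line at 1. CTCF at 59.0 and Tead double at 12.3 lie farthest to the right and Hnf4a at 0.868 lies to the left, while Hnf1 is not drawn because the lower bound of its interval is 0.

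Stronger distal regions held more of several of these motifs. CTCF sites were in 6.61% of the strongest quintile by fold and 0.634% of the weakest, a ratio of 10.4 (9.12 to 11.9). AP-1 rose from 10.2% to 23.6% (ratio 2.32, 2.23 to 2.42) and Tead single from 8.31% to 13.5% (1.63, 1.55 to 1.71). Tead double (3.63, 1.82 to 9.59), Ets (3.06, 2.72 to 3.50), Cdx2 (1.77, 1.64 to 1.90) and Tfap2c (1.57, 1.45 to 1.69) were higher in the strongest quintile as well. Octamer (2.02), Tbox (1.66), Mef2 (1.63), Gata3 (1.30) and Sox (1.22) completed the 12 that were higher. Esrrb alone was lower, at 0.787 (0.644 to 0.940).

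Each quintile held 30892 regions, the strongest with folds of at least 8.62 and the weakest with folds up to 2.62. Of the 19 motifs with enough windows to test, 6 did not pass. The adjusted p of those that were higher was 0.00316, from the smallest p that 1000 resamplings can give (0.002), and that of Esrrb was 0.00876. Over 10 bins of GC content, the Mantel-Haenszel odds ratio also put 12 motifs higher, with 1.78 for Tead single, 1.64 for Tfap2c and 2.88 for AP-1. Ranked by −log10 q instead, Esrrb did not pass (0.935).

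Paired CATTCC cores, the sequence at the heart of the Tead motif, stood most often at 1 distance from each other. At distal summits, 97 same-strand pairs had starts 9 bp apart, the distance in the Tead double motif. The 33 other distances from 7 to 40 bp held a mean of 33.9 ± 12.8 pairs (SD over distances), with at most 67, at 30 bp. The ratio to that mean was 2.86 (1.94 to 4.16), and its p from resampling blocks was 0.002, the smallest that 1000 resamplings can give. This p asks only whether 9 bp exceeds the mean of the other distances. In windows of 200 bp on either side of the summit, 9 bp held 112 pairs and 30 bp held 100. The flanks showed no such excess, with 10 pairs at 9 bp and a ratio of 0.672 (0.281 to 1.11), although they held 69 pairs at 22 bp. The pairs at summits took 33 different sequences, the most frequent being CATTCCTAGCATTCC with 17.

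**Figure D3:**
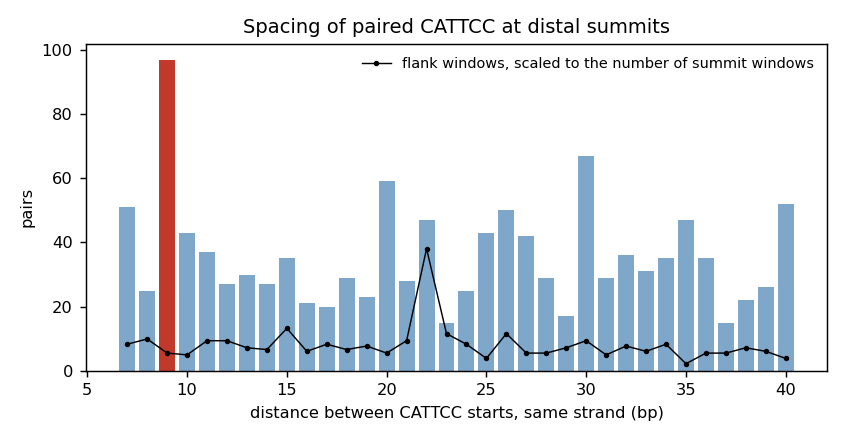
Number of same-strand CATTCC pairs (vertical axis) by the distance between their starts in bp (horizontal axis), as bars for distal summit windows with 9 bp in red and as a black line for flank windows scaled to the same number of windows. The bar at 9 bp reaches 97 and the highest of the others 67.

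Tead single and Tfap2c motifs shared distal summit windows about as often as chance gives. Both were present in 784 windows where 816 would hold both if the motifs were independent, and the odds ratio within GC bins was 1.00 (0.922 to 1.10). Its p from resampling blocks was 0.871, and 0.953 after adjustment. With other patterns for both motifs, found together in 2821 windows, the odds ratio was 1.05 (1.01 to 1.10). Its p from resampling blocks was 0.034, and 0.0573 after adjustment. Chance here is that among accessible windows only. Tead single did share windows with Cdx2 (1.26, 1.17 to 1.35) and with Gata3 (1.37, 1.25 to 1.49) more often than chance. It shared them less often with AP-1 (0.867, 0.828 to 0.906) and with CTCF (0.403, 0.357 to 0.452). Tfap2c was likewise below chance with AP-1 (0.828), CTCF (0.277) and Ets (0.637). AP-1 and CTCF had the lowest odds ratio of the tested pairs, 0.176 (0.152 to 0.204).

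Of 36 motif pairs, 29 had enough windows for a test, with 4 above and 10 below chance. Most of these had an adjusted p of 0.00446, from the smallest p the resamplings can give, and Gata double with CTCF had 0.0207. Of the 4 pairs above chance, Tead single with Tead double (34.4) and Gata3 with Gata double (9.79) overlap in sequence by construction. The scan finds only sites that match the consensus patterns near a summit, so it did not find motifs the study maps at its Bmp7, Rin3 and Ezr enhancers, and it says nothing of binding.

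Distal summits lay in repeats less often than their flanks. Over 50% of the bases were repeat-masked in 20.4% of distal summit windows (19.8 to 21.1) and in 24.4% of flank windows, a ratio of 0.838 (0.819 to 0.856). The share did not follow strength over quintiles: it was 18.9% in the weakest, 21.6%, 21.5% and 17.5% in the next ones, and 22.5% in the strongest. At the extreme top repeats were common. Counted over the whole region, 68 of the 100 strongest distal regions had over 50% masked bases, against 181 of 1000 random ones.

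Genes of trophoblast identity had open promoters. All 17 trophoblast stem cell genes had a region within 1000 bp of a TSS, against a mean of 71.6% for random protein-coding genes (adjusted permutation p = 0.0231). The strongest were at Ets2 (fold 9.91, chromosome 16, 95702075 to 95721051), Sox21 (9.66) and the keratin gene Krt18 (9.23). As in all 14 lists, the folds at these promoters mostly lay below 9.26, the median over all genes with a promoter region. The median fold was 7.43, and that of Hippo pathway components 7.45, of YAP/TAZ target genes 7.73 and of housekeeping genes 8.25. Among housekeeping genes, 9 of 12 lay below 9.26. Since fold is relative to the local background, a low fold need not mean a weakly open promoter. All 20 Hippo pathway components had a promoter region too (adjusted permutation p = 0.00653), led by the tumour suppressor Nf2 (fold 17.2, chromosome 11, 4765845 to 4849536), the TEAD cofactor Vgll4 (14.8) and Mob1a (13.2). Of 22 YAP/TAZ target genes, 20 had a promoter region (90.9%, adjusted permutation p = 0.105), led by Ankrd1 (17.2), Nt5e (13.1) and Gadd45a (12.2), while Axl and Rbms3 had none.

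Promoters of genes used in other tissues differed by list. Few liver genes had an open promoter, with a region at 1 of 11 (9.09%, adjusted permutation p = 0.00140), F2 at a fold of 2.71, and Cyp3a11 had no region of either kind. Of 1134 olfactory receptor genes, 87 had a promoter region (7.67%, adjusted permutation p = 0.00140). The shares of the other lists did not pass the test: 8 of 14 differentiated trophoblast genes (adjusted permutation p = 0.564), 12 of 16 pluripotency genes, 10 of 14 fibroblast genes, 8 of 11 endoderm genes, 8 of 12 blood genes and 7 of 11 muscle genes (each adjusted permutation p = 1), and 11 of 12 neural genes (0.362). All 12 housekeeping genes had a promoter region (0.0882), as had all 12 genes the study names for their enhancers (0.0882). In these lists the strongest promoter regions were at Synb (10.5), Pou5f1 (13.1), Col1a1 (12.3), Ttr (14.5), Snap25 (17.6), Ikzf1 (13.4), Ttn (12.1), B2m (14.1) and Dst (15.01), so a promoter region was found at some genes of every other tissue.

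The 14 lists were each set against 10000 random lists of as many protein-coding genes, with a two-sided permutation p adjusted by the Benjamini-Hochberg method over the lists. Of 21911 protein-coding genes, 15679 (71.6%) had a promoter region, with a median fold of 9.26 for the strongest at each gene. An accessible promoter is not a measure of expression, and none was made here.

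Trophoblast stem cell genes were also surrounded by many distal regions. They had a mean of 16.4 distal regions within 50 kb of the TSS, where random genes of like length had 8.56 (6.18 to 11 in 95% of random lists, adjusted permutation p = 0.000933). Tfap2c (chromosome 2, 172549593 to 172558622) had 24, Klf5 (chromosome 14, 99298691 to 99315036) 23 and Ets2 22, and Cdx2, Elf5 and Krt8 had 20 each. The fewest were at Sox2 (6) and Bmp4 (7). The median over the list was 17, and 15 of the 17 genes exceeded the median of 9 for all protein-coding genes.

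Hippo genes and their targets had more distal regions than random genes as well. Hippo pathway components had a mean of 12.7 against 9.10 (6.85 to 11.5, adjusted permutation p = 0.00840), with Wwc1 at 19 and both Yap1 and Ptpn14 at 17. YAP/TAZ target genes had 11.8 against 8.56 (6.41 to 10.8, adjusted permutation p = 0.0131), with Ccn1 at 20, Ptpn14 at 17, and Nuak2 and Myof at 16. Genes the study names for their enhancers had 15 against 8.75 (adjusted permutation p = 0.000933), with Rin3 at 23, but as the study chose them in these cells they are not independent evidence. Pluripotency genes had 12 against 8.16 (adjusted permutation p = 0.0101), with Klf2 at 22 and Zfp42 and Dppa3 at 19. Nanog had no promoter region and 14 distal ones.

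Olfactory receptor genes had 2.37 against 7.97 (adjusted permutation p = 0.000933), the only list to pass the test below random lists. Differentiated trophoblast genes had 10.7 against 8.04 (adjusted permutation p = 0.0990), with 19 at Pcdh12 and 18 at Gcm1, the syncytiotrophoblast regulator, which had no promoter region. Housekeeping genes had 11.7 against 8.52 (5.75 to 11.4) and did not pass the test (adjusted permutation p = 0.0688). Their mean was close to that of YAP/TAZ target genes, with 12 genes against 22, so these calls alone do not set the lists apart. Fibroblast genes (7, adjusted permutation p = 0.158) did not pass the test. Nor did endoderm genes (7.82, 0.683), neural genes (7, 0.577), blood genes (9.33, 0.830), muscle genes (8.91, 0.830) or liver genes (7, 0.569). The lists share genes such as Tead4, Lats2 and Ptpn14, and neighbours within a list, such as Krt8 and Krt18 or Gdf3 and Dppa3, share distal regions. Keeping 1 gene per neighbourhood was an alternative chosen after seeing the data. With it, differentiated trophoblast genes (11.5) and pluripotency genes (11.4) passed narrowly (adjusted permutation p = 0.0488 for each). At distances up to 100 kb pluripotency genes no longer passed (21.1, adjusted permutation p = 0.0964). With random lists matched on promoter status too, Hippo pathway components (adjusted permutation p = 0.0392) and YAP/TAZ target genes (0.0485) passed more narrowly. Housekeeping genes had 11.7 against 10.3 there (adjusted permutation p = 0.437).

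**Figure D4:**
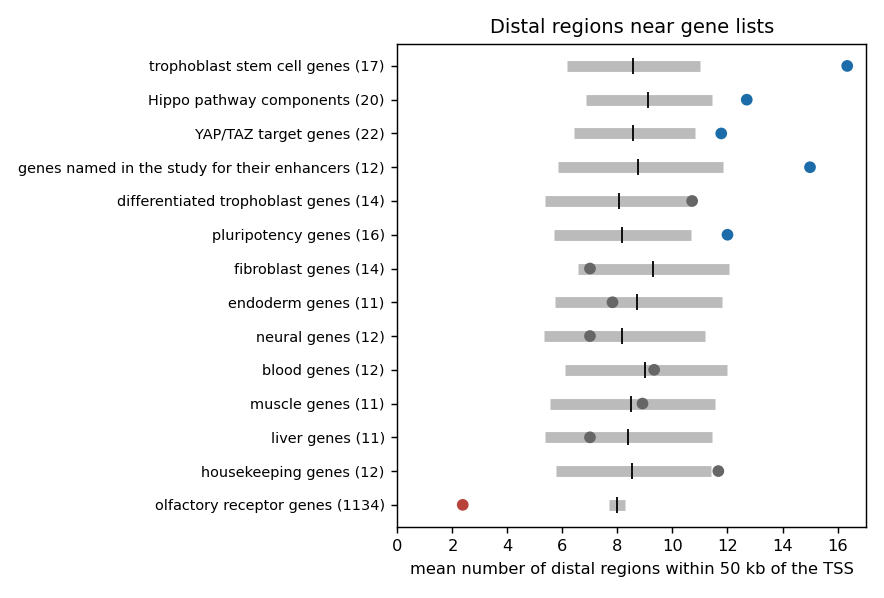
Mean number of distal regions within 50 kb of the TSS (horizontal axis) for each gene list with its number of genes (vertical axis), as points, blue where higher and red where lower than random lists, grey bars for the middle 95% of 10000 random lists matched on gene length and black ticks for their mean. Trophoblast stem cell genes at 16.4 lie farthest to the right of their grey bar and olfactory receptor genes at 2.37 lie to the left of theirs.

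Outside the lists, the genes with most distal regions within 50 kb were Tnrc18 and Gm10354 on chromosome 5 and Sfi1 on chromosome 11, with 29 each, and Gm47283 on Y and Gm21119 on chromosome 8, with 28 each. The mean over all protein-coding genes was 8.78 ± 5.29 (SD over genes), and 964 had neither a promoter nor a distal region. The strongest distal region by fold, 47.04, lay in an intron of Chl1 (chromosome 6, 103649048 to 103649293), followed by an intergenic one on chromosome 12 (3109872 to 3110114, fold 44.5) and one in an intron of Gphn (chromosome 12, 78350869 to 78351174, fold 39.8). Next came an intergenic region (chromosome 12, 97061432 to 97061786, fold 38.8), an intron of Camk1d (chromosome 2, 5379041 to 5379383, fold 38.5) and an exon of Lars2 (chromosome 9, 123461795 to 123462194, fold 38.3). The remaining 4 of the top 10 were in introns of Gm33838 (chromosome 9, fold 38.2), Cntnap5b (chromosome 1, fold 37.3) and Gm26561 (chromosome 17, fold 35.9) and between genes on chromosome 12 (37.6). None of these 10 held any of the 20 motifs within 100 bp of its summit. A median 24-mer copy number of 10 or more was found in 2 of them and in 67 of the 100 strongest distal regions, and one of 2 or more in 9 and 83.

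All 5 enhancers whose position the main text of the study states were overlapped by an accessible region. The end printed for the Fgfr1 enhancer lacks a digit and was assumed. The region there holds the printed start, but how much of the enhancer it covers is not known. The Rin3 enhancer lay in a region of fold 11.9 (chromosome 12, 102261526 to 102263109), stronger than 90.1% of all regions, in an intron of Slc24a4 and 21.04 kb upstream of Rin3. The Fgfr1 region (chromosome 8, 25503268 to 25503948, fold 12.1) was intergenic, 9.96 kb upstream of the gene. The Ezr region (chromosome 17, 6827334 to 6829115, fold 9.63) lay 45.4 kb upstream of Ezr at the TSS of a noncoding RNA, Gm2885, and so counted as a promoter. The Cited2 region (chromosome 10, 17579219 to 17579913, fold 8.00) was in an intron of Gm47771, 144 kb upstream of Cited2. The Bmp7 region (chromosome 2, 172760032 to 172761124, fold 7.64) was intergenic, 108 kb beyond the 3′ end of Bmp7. Those at Rin3, Ezr and Cited2 held a Tead single motif within 100 bp of the summit, and that at Fgfr1 held a Tfap2c motif. The study places Tead single and Tfap2c motifs in the Bmp7 enhancer and a Tfap2c motif at Rin3, none of which the patterns used here found in the summit windows. The Tead single motif it edits at Ezr lies outside the summit window, so the match there is another site. The study picked all of these but the Fgfr1 enhancer partly by their accessibility in the same cells, so their overlap is not independent evidence.

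**Figure D5:**
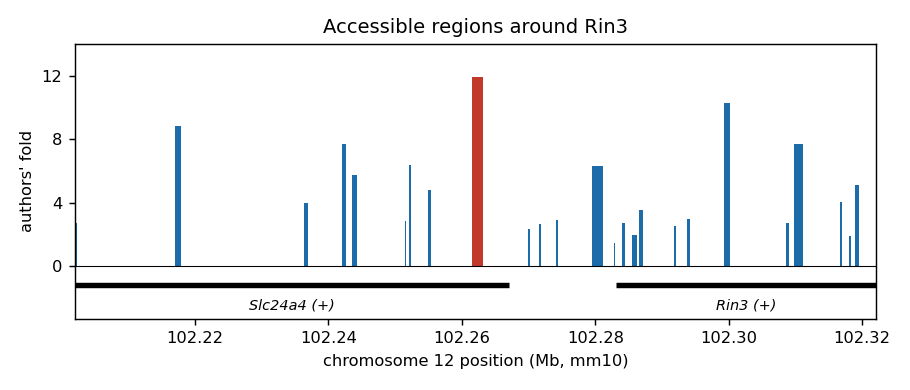
Authors' fold (vertical axis) of each accessible region between positions 102202024 and 102322024 of chromosome 12 in mm10 (horizontal axis, Mb), drawn as bars of the region's width, with the genes Slc24a4 and Rin3 as black lines and their strand in brackets. The region over the Rin3 enhancer, in red, has a fold of 11.9, the highest in the stretch.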

Values the study reported

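The study reported that its model of transcription factor binding was trained on 187,775 reproducibly bound regions, a set defined by binding of 5 factors and not by accessibility. It placed the Bmp7 enhancer about 100 kb downstream of the gene. It described the effect of a Tfap2c motif on YAP1 binding at a Tead single motif as reaching to about 150 bp. In reporter assays of the Cited2 enhancer, a strong Tead double motif raised activity over 8-fold, and a weak one about 1.9-fold, relative to the Tead single motif it replaced. Cooperative TEAD4 binding at the Tead double motif was put at about 4-fold over an additive model on average. That value is a prediction of the study's model for TSCs, with motifs placed in random sequences, not a measurement.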

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

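No test in this part was chosen after a result was seen. Signal lay outside the chromosomes the comparisons used. The mitochondrial chromosome carried 3 regions, which covered 70.0% of it with a highest fold of 1.39. A further 227 regions lay on 37 contigs not placed on a chromosome, with a median fold of 3.16 against 4.53 over the whole list. With no control sample in the series, these counts have no background to be set against, and no biological explanation was tested.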

How the results depend on the processing

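The alternative with 1 gene per neighbourhood was chosen after seeing the data, and all others before. The share of regions at promoters moved with the definition: it was 12.4% with 500 bp and 21.3% with 2500 bp on either side of the TSS, 11.1% with protein-coding genes only, and 16.3% with a −log10 q of at least 5. The first 3 follow from narrower, wider or fewer promoters, and the cause of the last was not tested. Of the motif ratios, 4 reversed: Cdx2 (0.870), Gata3 (0.869) and Hnf4a (1.10) with other patterns, and Hnf4a (1.13) against scrambled patterns; the cause was not tested. Hnf4a stayed below 1 but did not pass with flanks 2000 bp away (0.955) or narrower windows (0.850). Mef2 and Gata double passed under scrambled patterns, narrower windows and other patterns, but Mef2 was below 1 (0.807) with scrambled patterns. Other ratios that moved by over 1.5 times kept their direction. With other patterns these were CTCF (9.71), AP-1 (12.2), Tfap2c (3.21), Klf (2.33), NF-Y (1.06), Gata double (2.49) and Hnf1 (0.246). With scrambled patterns they were CTCF (110.1), Tead double (30.6), Nrf1 (7.14), Octamer (4.54), Esrrb (4.11), AP-1 (3.70) and Hnf1 (0.233), and with narrower windows CTCF (130.4) and Tead double (23.3). Ranked by −log10 q, Klf was higher (1.36), NF-Y lower (0.873) and Esrrb lost its call (0.935) between quintiles. Pluripotency genes lost theirs at 100 kb (21.1), and differentiated trophoblast genes gained one with 1 gene per neighbourhood (11.5). The count of motifs higher at summits was 16 to 18 under the alternatives, and that of gene lists past the threshold for distal regions was 5 to 7. The ratio for CATTCC pairs at 9 bp ranged from 2.16 to 3.52, and the odds ratio of Tead single with Tfap2c from 0.946 to 1.05. In all, 28 alternative values of the main results and 219 of single motifs or lists kept their call or, for counts, their rough size, though some that never passed turned direction, while 9 of the latter newly passed and 4 no longer did. Joining intervals moved nothing, as no gap was that short. No paired analysis was possible because the series holds 1 group and 1 pooled list, and for the same reason no replicate could be left out. Depth is unknown, so how many weak regions were missed cannot be stated.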

Other observations

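The motif comparison at promoters, the sex chromosome values, the tests on X, the test for copies of one longer sequence and the test of motif distance were chosen after related results had been seen. Promoter summits carried another set of motifs than distal ones. Nrf1 sites were in 0.498% of 27311 promoter windows and 0.0324% of distal windows, a ratio of 15.4 (7.46 to 36.1). Ets (7.48% against 1.64%, ratio 4.56, 4.26 to 4.86), Klf (10.4% against 3.92%, 2.66) and NF-Y (10.1% against 5.93%, 1.71) were also more frequent at promoters. AP-1 was in 7.63% of promoter windows against 17.5% of distal ones (0.437, 0.417 to 0.458), and Cdx2 (0.410), CTCF (0.511), Gata3 (0.534), Tead single (0.572) and Tfap2c (0.699) were likewise less frequent there. These ratios were not adjusted for GC content.

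Of 948 protein-coding genes on X, 55.0% had a promoter region, against 72.9% on the autosomes. One region lay within 1 kb of a TSS of Xist, the RNA that silences an X chromosome, at a fold of 7.37. The Y genes Kdm5d, Eif2s3y, Ddx3y and Uty had 0 promoter regions, and 34 of the 169 regions on Y lay in its last Mb. The sex of the cells is not in the labels.

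Many of the highest folds may come from sequence with many copies in the genome, where reads of several places can pile up on 1. Of the 100 strongest distal regions, 67 had a median 24-mer copy number of 10 or more, against 96 of 1000 random distal regions, and 0 held a CTCF motif. At the very top this holds less: 2 of the 10 strongest reached that copy number, though 9 had a copy number of 2 or more. Nuclear copies of mitochondrial DNA were argued against as the general source, since 2 of the 100 had over 50% of their 31-mers in the mitochondrial chromosome, 1 of them the intergenic region of fold 38.8 on chromosome 12, at 90.5%. For 17 of the 100 the median copy number was under 2 by this count, with no mitochondrial match. This does not show that they are single-copy, and what raised them stays open, with no biological explanation tested.

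The excess of CATTCC pairs 9 bp apart could have a technical source. Repeats were argued against. Windows with under 50% masked bases still held 93 pairs at 9 bp and at most 48 at any other distance. The ratio in flanks was 0.672, below the value set beforehand for local base composition. It cannot decide, since a ratio between distances is little moved by base composition. Flanks also had a lower median GC content, 43.8% against 48.3% at summits. The 10 most frequent sequences made up 70.1% of the pairs, as a few identical sequences would give, but with 3 free bases in a pair a preference of the motif for some bases would give the same. Sharing of the neighbouring bases left this open: 26.8% of pairs shared at least 18 of the 26 bases beside them with another pair, between the bounds set for copies of one longer sequence and against them. No biological explanation was tested.

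The low density of regions on X could have several sources, of which 3 were tested. Repeats did not account for it alone. Per Mb of unmasked bases the ratio of X to autosomes was 0.572 (0.492 to 0.651), against repeats as the whole cause. Distal regions within 50 kb per protein-coding gene gave 0.521 (0.440 to 0.585), below the value set beforehand for fewer genes. This measure leaves fewer genes open, since genes lying close together share distal regions and it so varies with gene density itself. Promoter regions per protein-coding gene gave 0.676 (0.587 to 0.763). Among regions with a fold of 10 or more the ratio of X to autosomes per Mb was 0.561 (0.483 to 0.644), and below a fold of 3 it was 0.377. The first value was below the one set beforehand for a loss of weak regions from fewer copies of X. It cannot decide, since fewer copies could also bring the fold of strong regions below the cut. The combination of these sources was not tested, nor was silencing of an X chromosome.

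A last hypothesis was that Tead single and Tfap2c motifs sit closer together within a window than their own positions give. The median distance between them was 51 bp over 784 windows, against 48 bp (44 to 51.5) when positions were re-paired across windows (p = 0.133, two-sided, 10000 permutations). They were not closer than chance by this test, which covers only motifs within 100 bp of a summit.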
